A study of Mus musculus with 5 samples. Its data were reported in "Remodeling of the tumor microenvironment via disrupting Blimp1+ effector Treg activity augments response to anti-PD-1 blockade" (2021).

How the data were processed

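RNA of CD45⁻ cells sorted from B16-OVA tumors, in 3 WT and 2 KO samples, was measured on the nCounter Mouse PanCancer Immune Profiling panel, with 100 ng of RNA per sample. The authors deposited raw barcode counts for 784 probes, of which 750 are endogenous, 20 housekeeping, 8 negative and 6 positive controls. Nothing had been subtracted from or scaled in these counts. The authors also deposited a table of normalized signal, made with nSolver per the study's methods. Within a sample this signal was the raw count multiplied by a single factor, 0.981, 1.04 and 0.996 for WT 1, 2 and 3 and 0.842 and 0.959 for KO 1 and 2, with endogenous and housekeeping values under 15 set to 15. The column medians of the signal were 15, 16.6 and 15 in WT and 15 and 15.3 in KO, and the reference genes behind the factors are not given in the sources used here. The files' column for the share of samples above threshold moves in steps of 12.5%, finer than 5 samples allow, and was not used.

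Columns were matched to samples through the sample code in the labels, and groups were taken from sample titles. Each sample was scaled by the geometric mean of the 20 housekeeping probes, all of which lay above background in every sample (relative factors 0.971, 0.938, 0.935, 1.14 and 1.01 for WT 1, 2 and 3 and KO 1 and 2). Background was the mean plus 2 SD of a sample's negative controls. Probes above background in at least 2 samples were kept, 401 of 750. KO was compared with WT on raw counts by edgeR 4.0.16 (estimateDisp, glmQLFit and glmQLFTest, with genotype as the only term) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Normalized counts are raw counts divided by the relative factor.

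A total of 17 gene lists were fixed before the data were examined: interferon-stimulated genes of the study (4 named in its text and 3, Ifit1, Ifit2 and Usp18, read from a plot), other interferon-stimulated genes, interferon induction, MHC class I, MHC class II, angiogenesis, checkpoint ligands, proliferation and death, Toll-like receptor and NF-κB signaling, chemokines, complement, melanocyte genes, markers of T and NK cells, B cells and myeloid cells, and endothelial and fibroblast markers. Lists were tested with fry of limma 3.58.1 on log2 of the normalized count plus 1, two-sided and adjusted over the lists with at least 2 tested members. fry asks whether members move on balance in one direction and does not compare a list with other genes. camera was run with a preset correlation of 0.01 and with an estimated correlation.

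Genes were named by a rule fixed before the data were examined. It took up to 10 genes per direction past the adjusted threshold, filled to 10 by the smallest unadjusted p under 0.05, genes taken from the study for this panel, up to 4 tested members of each list with the smallest p, and Prdm1, Foxp3 and Ptprc as checks. Of 770 gene probes, 746 matched a RefSeq transcript of the GRCm38.p6 table by accession and 739 carried the same symbol, and symbols are printed as in the deposited table. No coordinates are given because the files name no genome build.

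The tests were checked on 20 simulated data sets with 200 changed genes each, drawn from the means, dispersions and scaling of these samples for the comparison of KO with WT. At the adjusted threshold, 10.1% of genes changed by 1.5-fold, 42% of genes changed by 2-fold and 89.8% of genes changed by 4-fold were called. Without any simulated change 0 genes were called. Changes of about 1.5-fold were therefore mostly not detectable with these samples. The called shares hold for 200 changed genes per data set, because the adjustment depends on how many genes change. A smaller set of changed genes was not simulated, and the shares could be lower there. Mx2 and Cxcl11, lower in KO by 3.83-fold and 3.80-fold, missed the adjusted threshold in the measured samples. The SEs of their log2 fold changes were 0.62 and 0.59, against 0.11 for Mcam. The called shares pool genes of differing spread, and each gene was simulated independently. They therefore do not give the chance of calling these genes.

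Alternatives were other scalings (TMM, DESeq2 size factors, positive controls, total count, other housekeeping sets), other filters, subtraction of background, DESeq2 1.42.0, limma, the methods' t-test, robust dispersion, the deposited signal, the replicate number as a block, and each sample left out in turn. The methods' t-test was an unpaired, equal-variance t-test on log2 values. The study names Student's t-tests for its statistics in general, while its NanoString methods name no test behind the nSolver p. On the deposited signal this test also took in the housekeeping probes. A scaling without the housekeeping probe G6pdx and the methods' t-test on the deposited signal were added after the data were seen, as was the interferon list cut to the 4 genes of the study's text.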

Results

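Transcripts of CD45⁻ cells sorted from B16-OVA tumors, a mouse melanoma line that expresses ovalbumin, were counted with a NanoString panel of cancer immunity genes. Tumors grew in Foxp3YFP-Cre mice (WT, n = 3) or in Prdm1fl/flFoxp3YFP-Cre mice (KO, n = 2), in which Foxp3⁺ regulatory T (Treg) cells lack Blimp1, the transcription factor encoded by Prdm1. Mice were immunized with NP-OVA at days 0 and 7, and cells were sorted from tumors of at most 1.5 cm3. Endogenous probes summed to 369515, 423472 and 412184 counts in WT 1, 2 and 3, and to 450207 and 461822 counts in KO 1 and 2. Of 750 endogenous probes, 401 lay above background in at least 2 samples and were tested. The study counts its groups in mice, whereas the labels name samples only, and the tests measure the spread between these samples.

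The deleted gene was examined first. Raw counts of Prdm1 were 3, 10 and 5 in the WT samples and 6 and 4 in the KO samples, all below the background level of 13.1 to 17.7 counts. The deletion is in Treg cells, which the sort leaves out, so these counts do not check the genotype. Foxp3, the Treg lineage factor, had at most 5 counts in any sample, and Ptprc, which encodes CD45, at most 4.

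The comparison of KO with WT asked how loss of Blimp1 in Treg cells affects gene expression of the CD45⁻ cells sorted from tumors. Relb, a subunit of the noncanonical NF-κB pathway, had 293 ± 38.2 normalized counts in WT (SD, n = 3) and 137 ± 8.32 in KO (SD, n = 2), a log2 fold change of −1.09 (SE 0.18). Nfkb2, which encodes its partner subunit, had 451 ± 41.1 normalized counts in WT and 311 ± 13.7 in KO. Mcam, a melanoma cell adhesion molecule, had 1770.4 ± 130 in WT and 2645 ± 54.3 in KO, a log2 fold change of 0.58 (SE 0.11). Vegfa, an angiogenic growth factor, had 3625 ± 327 in WT and 5222 ± 651 in KO, a log2 fold change of 0.53 (SE 0.14). None of these passed the threshold, each with an adjusted p = 0.487 by edgeR's quasi-likelihood test.

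No gene passed an adjusted p of 0.05 with edgeR, and 25 of 401 genes had an unadjusted p under 0.05, 11 higher and 14 lower in KO. Of these, 13 differed by at least 1.5-fold, 6 higher and 7 lower, against 6 higher and 30 lower without WT 1, 11 higher and 5 lower without WT 2, and 4 genes in all with the methods' t-test. DESeq2 called 3 genes at the adjusted threshold, Relb, Mcam and Lcp1, an actin-bundling protein, and limma called 0. The count at the unadjusted threshold was 50 without WT 1 (9 higher and 41 lower), 22 without WT 2 (15 higher and 7 lower), 16 without WT 3, 16 without KO 1 and 10 without KO 2, so the balance of directions depended on which WT sample was left out. When counts were scaled by positive controls only, 24 genes were higher and 4 lower, and the median log2 fold change of all tested genes was 0.07 in place of −0.07. With DESeq2 size factors 17 were higher and 13 lower.

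The 10 genes of smallest p that were higher in KO were Mcam, Lcp1, Gpi1, Vegfa, Map3k1, Pvr, Hsd11b1, Ncam1, Itgb3 and Cdkn1a, with log2 fold changes between 0.50 and 0.93, and all missed the adjusted threshold. Gpi1, a glycolytic enzyme, had 23447 ± 1414 normalized counts in WT and 33763 ± 4422 in KO. Pvr, a ligand of the receptors CD226 and TIGIT, had 1379 ± 148 in WT and 1953 ± 102 in KO. Cdkn1a, an inhibitor of the cell cycle, had 1973 ± 258 in WT and 3155 ± 1098 in KO, and its log2 fold change of 0.68 was 0.27 without KO 2. The 10 that were lower were Relb, Nfkb2, Traf2, Cxcl11, Mx2, Prkce, Cxcl1, Vegfc, Lgals3 and Tlr4, and these missed it as well. Lgals3, which encodes galectin-3, had 1663 ± 708 in WT and 810 ± 24.7 in KO, and its log2 fold change of −1.04 was −0.63 without WT 3. Cxcl1 lay below background in both KO samples, so no fold is given for it.

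**Figure D1:**
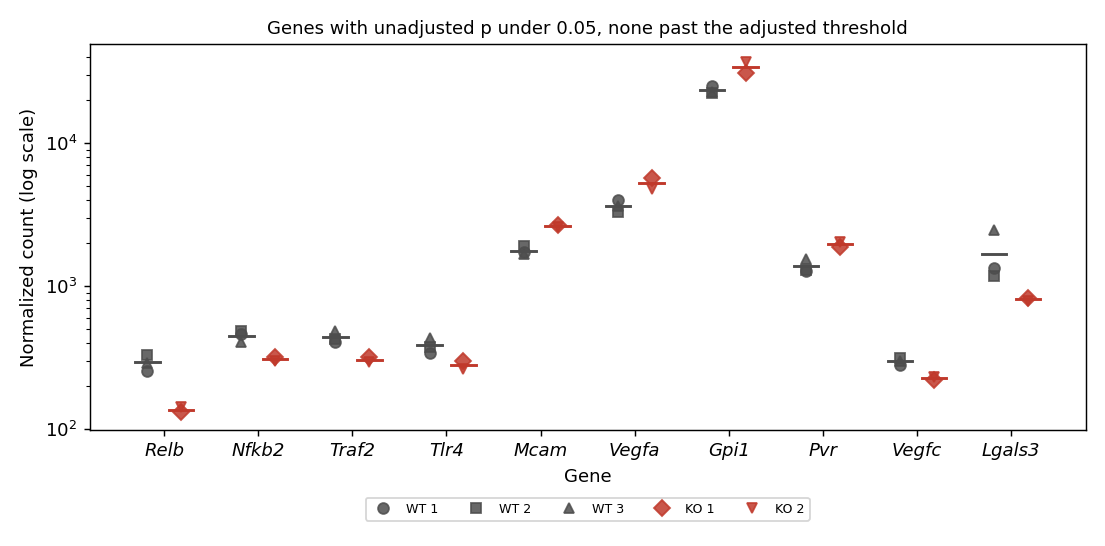
Normalized counts (log axis) of 10 genes with an unadjusted p under 0.05, with 1 point per sample and a line at each group mean. Relb lies at 255 to 332 in WT and at 131 and 143 in KO, and no gene shown passed the adjusted threshold.

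Interferon-stimulated genes had lower means in KO, with WT 1 close to the KO samples. The study's text names 4 of them, Mx2, Cxcl11, Oas2 and Irf7, which it chose on these samples, so their direction is not independent evidence. All 4 had lower means in KO, with a median log2 fold change of −1.60, and 3 of them (Mx2, Cxcl11 and Oas2) had an unadjusted p under 0.05. Mx2, an antiviral GTPase, had 65.9, 252 and 194 normalized counts in WT 1, 2 and 3 against 38.5 and 50.3 in KO 1 and 2. Cxcl11, a chemokine, had 83.4, 306 and 193 in WT against 52.5 and 49.3 in KO. Irf7, a regulator of interferon induction, had 142, 501 and 315 in WT against 126 and 149 in KO, so that WT 1 lay between the KO samples. None of the 4 passed when adjusted over all genes, nor when adjusted over these genes alone, where the smallest edgeR adjusted p = 0.051, and the fry adjusted p = 0.549. The list as fixed held 3 more genes, Ifit1, Ifit2 and Usp18, which were read from a plot of the study and were likewise chosen on these samples. All 7 had lower means in KO, with a median of −1.22 that was −0.79 without WT 2, and none passed adjusted over the list alone (smallest edgeR adjusted p = 0.0749). The list of 7 had a fry adjusted p = 0.578. The camera test with a preset correlation gave an adjusted p = 0.00086 for the 7 and an adjusted p = 0.0163 for the 4, and both were lost at an adjusted p = 0.918 with an estimated correlation.

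Among 19 tested interferon-stimulated genes outside that list, 17 had lower and 2 higher means in KO, with a median log2 fold change of −0.66 that was −0.32 without WT 2 and −0.91 without WT 1, and 0 passed adjusted over all genes or over the list alone. Cxcl10 had 1573, 4202 and 3854 normalized counts in WT against 1509.5 and 1759.7 in KO. Ifit3 had 1238, 4942 and 2748 in WT against 1223 and 1268 in KO, and its log2 fold change of −1.26 was −0.68 without WT 2. The fry adjusted p = 0.797 for this list, and camera gave an adjusted p = 0.0163 with a preset correlation and an adjusted p = 0.918 with an estimated correlation. Of 18 tested genes for interferons, their receptors and their induction, 7 had higher and 11 lower means, with a median of −0.07 (fry adjusted p = 0.84).

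**Figure D2:**
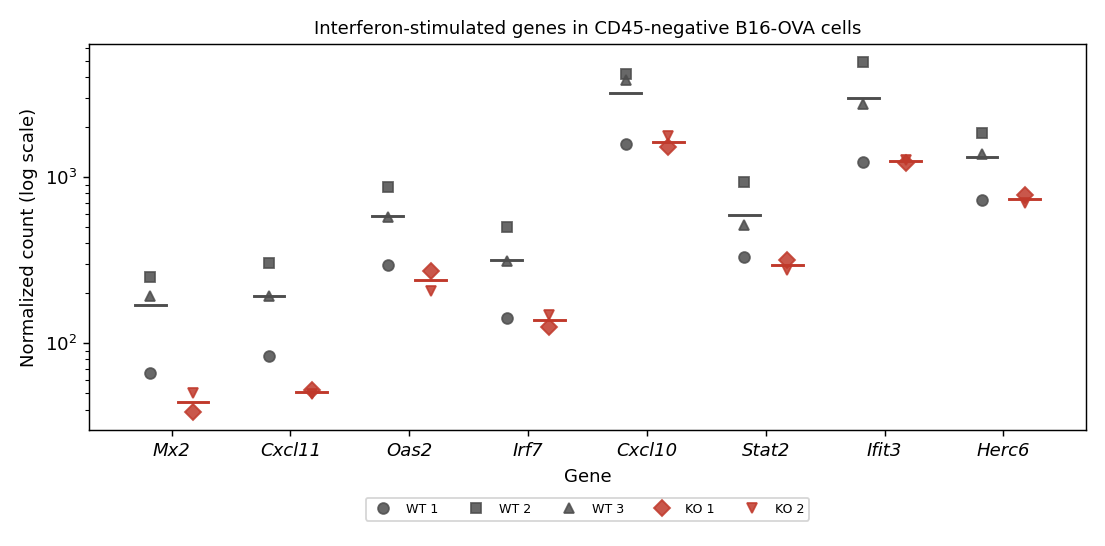
Normalized counts (log axis) of 8 interferon-stimulated genes, with 1 point per sample and a line at each group mean. WT 1 lies near the KO samples, as for Ifit3 with 1238 in WT 1 against 1223 and 1268 in KO, while WT 2 and WT 3 lie above them.

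MHC class II genes had higher means in KO, within a wide spread between samples. Of 8 tested members 7 were higher and 1 lower, with a median log2 fold change of 0.64 (fry adjusted p = 0.84), and 0 passed adjusted over all genes or over the list alone. Cd74, the invariant chain, had 417, 3572 and 1232 normalized counts in WT against 1673 and 6156 in KO, a log2 fold change of 1.17 (SE 0.98, edgeR adjusted p = 0.824). Without KO 2 its log2 fold change was −0.06 and the median of the list −0.13. H2-DMb1, which loads peptides, had 169 ± 97.9 in WT and 311 ± 108 in KO. Its log2 fold change of 0.88 ranged from 0.48, without KO 2, to 1.36 with 1 sample left out. Ciita, the regulator of MHC class II transcription, had a lower mean in KO, with raw counts of 11, 45 and 22 in WT and 24 and 13 in KO, close to background. Of 13 tested MHC class I genes 6 had higher and 7 lower means, and their median of −0.21 and the direction of the fry test, up, differed in sign (adjusted p = 0.946). Psmb8, an immunoproteasome subunit, had 1266 ± 725 in WT and 1868 ± 667 in KO. Its log2 fold change of 0.56 ranged from 0.14, without KO 2, to 0.98 with 1 sample left out.

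**Figure D3:**
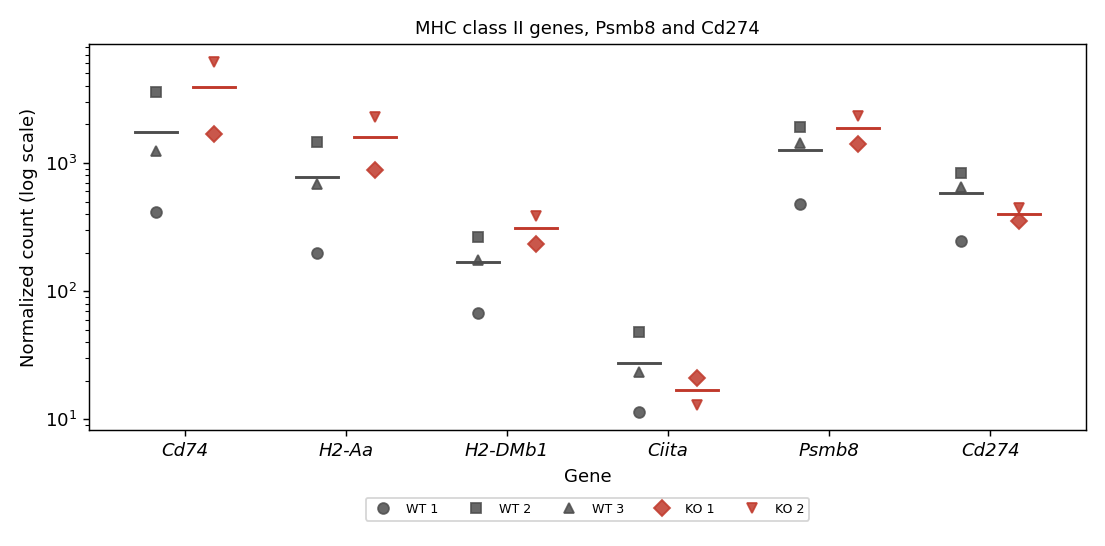
Normalized counts (log axis) of 4 MHC class II genes, Psmb8 and Cd274, with 1 point per sample and a line at each group mean. Cd74 spans 417 to 3572 in WT and 1673 to 6156 in KO, so that the groups overlap.

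Angiogenic factors went both ways. Vegfa had the higher mean in KO, and Vegfc, a lymphangiogenic factor, had 297 ± 16.2 normalized counts in WT and 226 ± 9.3 in KO. Hif1a, the hypoxia regulator, had 4500.4 ± 114 in WT and 5285 ± 511 in KO. Of 7 tested members 2 were higher and 5 lower, with a median log2 fold change of −0.19 (fry adjusted p = 0.797). Among 10 tested checkpoint ligands 5 were higher and 5 lower (median −0.02, fry adjusted p = 0.946). Cd274, which encodes PD-L1, had 246, 836 and 655 in WT against 352 and 442 in KO, a log2 fold change of −0.54 (SE 0.52, edgeR adjusted p = 0.841) that was −0.91 without WT 1 and −0.18 without WT 2.

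Toll-like receptor and NF-κB genes had 8 higher and 17 lower means among 25 tested, with a median log2 fold change of −0.05 (fry adjusted p = 0.578). Relb alone passed when adjusted over the list alone (edgeR adjusted p = 0.0381), and none passed adjusted over all genes. Traf2, an adaptor of tumor necrosis factor receptors, had 441 ± 39.3 in WT and 307 ± 16.7 in KO. Melanocyte genes had 2 higher and 3 lower means among 5 tested (median −0.06, mean 0.10, fry direction up, adjusted p = 0.415). Mcam alone passed when adjusted over that list alone (edgeR adjusted p = 0.0149). Genes of proliferation and cell death had 7 higher and 9 lower means among 16 tested (median −0.07, fry adjusted p = 0.926). Chemokines had 3 higher and 8 lower among 11 tested (median −0.16, fry adjusted p = 0.84), and complement genes 3 higher and 8 lower among 11 tested (median −0.20, fry adjusted p = 0.797).

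Leukocyte markers were mostly near background. Of 32 T and NK cell markers 5 were tested (median log2 fold change 0.10, fry adjusted p = 0.797), of 14 B cell markers 0, and of 29 myeloid markers on the panel 10 (median −0.11, fry adjusted p = 0.926). Cd68, a lysosomal protein abundant in macrophages, had 137, 197 and 120 raw counts in WT and 278 and 249 in KO, so that, like the mean of MHC class II genes, it was higher in KO, a log2 fold change of 0.61 (SE 0.25, edgeR adjusted p = 0.71). Within the sort gate, 3 of 12 endothelial markers on the panel were tested. They had lower means in KO (median −0.41, fry adjusted p = 0.578, and −0.16 without KO 1). Of 8 fibroblast markers on the panel 7 were tested, with 3 higher and 4 lower means (median −0.0047, fry adjusted p = 0.946).

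**Figure D4:**
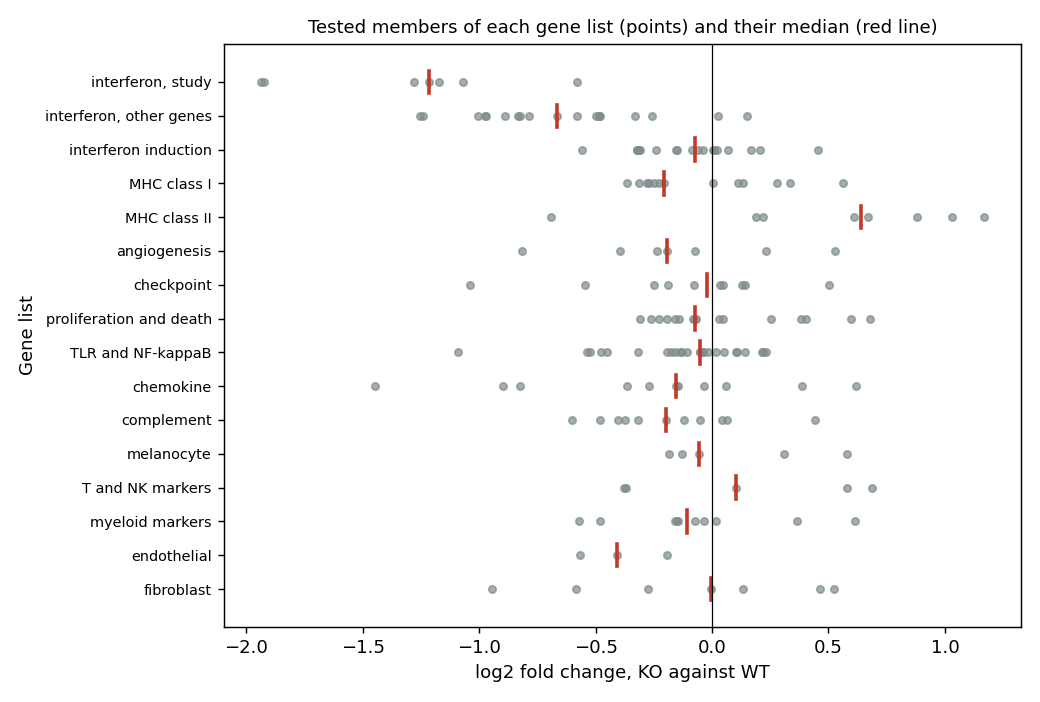
log2 fold changes of KO against WT for tested members of 16 gene lists (points) with the median of each list (red line). The list with the study's interferon genes lies lowest, with a median of −1.22, and MHC class II genes highest, with a median of 0.64. No list passed the directional fry test.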

Values the study reported

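In sorted CD45⁻ cells profiled with the immune panel, the study reported 38 genes that differed significantly between KO and WT. Its methods give a cutoff of p below 0.05, and for the plotted interferon and angiogenesis genes of this comparison it also asked for a change of at least 1.5-fold. In the text, the fold condition is given only for those plotted genes. The methods define differential expression on this platform by the p cutoff alone.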

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

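The scaling without G6pdx, the methods' t-test on the deposited signal and the interferon list cut to 4 genes were chosen after the data were seen. No gene passed the adjusted threshold under any alternative except the DESeq2 Wald test, which called 3. Genes at an unadjusted p under 0.05 numbered 39 with no filter and 10 to 50 with 1 sample left out. Those that also differed by 1.5-fold numbered 21 with total-count scaling, 28 with no filter, 4 with the methods' t-test, 6 with that test on the deposited signal and 9 to 36 with 1 sample left out. Deviations from the group mean correlated at 0.295 and 0.00025 for the 2 pairs of equal replicate number. With 2 KO samples their deviations mirror each other, so these values cannot tell whether replicate numbers pair the samples. With the replicate block 16 genes had an unadjusted p under 0.05. All 20 housekeeping probes were already in use, so the setting that takes all of them moved nothing. Leaving out 1 KO sample assumes that the other varies like WT. Causes of these differences were not tested.

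Both lists of interferon-stimulated genes kept a lower median under each alternative, between −1.57 and −0.79 for the list of 7 and between −0.91 and −0.32 for the others with 1 sample left out. They passed only with camera at a preset correlation (medians −1.22 and −0.66), and the 4 genes of the study's text had a median of −1.60. Melanocyte genes passed only with the mixed fry p (median −0.0555, adjusted p = 0.0271). With positive controls only, medians changed sign for interferon induction (0.072), checkpoint ligands (0.12), proliferation and death (0.076), NF-κB (0.061), melanocyte (0.11), myeloid (0.0397) and fibroblast genes (0.15). The MHC class I median was 0.0087 after background subtraction, 0.0091 with limma and with the methods' t-test, 0.033 on the deposited signal and 0.088 with the replicate block. Checkpoint ligands had 0.029 with TMM, 0.028 with DESeq2 size factors, 0.034 with no filter and 0.0052 without G6pdx. Melanocyte genes had 0.31 with no filter and 0.0903 at a mean raw count of at least 50, and myeloid markers 0.23 at that minimum and 0.019 with the replicate block. Fibroblast markers had 0.044 with TMM, 0.045 with DESeq2 size factors, 0.063 at a mean raw count of at least 50, 0.012 after background subtraction, 0.013 with limma and with the methods' t-test, 0.037 on the deposited signal and 0.022 without G6pdx.

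With 1 sample left out, medians ranged from −0.17 to 0.0022 for interferon induction, −0.32 to 0.33 for MHC class I, −0.13 to 1.38 for MHC class II, −0.11 to 0.052 for checkpoint ligands, −0.16 to 0.0021 for proliferation and death, −0.12 to 0.17 for melanocyte genes, −0.0812 to 0.27 for T and NK markers and −0.17 to 0.18 for fibroblast markers. Without a change of sign they ranged from −0.53 to −0.16 for endothelial markers, −0.23 to −0.0556 for angiogenic factors, −0.13 to −0.0252 for NF-κB genes, −0.38 to −0.0629 for chemokines, −0.26 to −0.063 for complement and −0.24 to −0.0346 for myeloid markers. Single genes that changed sign with 1 sample left out ranged from −0.0568 to 2.25 for Cd74, −0.093 to 0.66 for H2-M3, −0.62 to 0.15 for Psmb10, −0.0237 to 0.29 for Cd276, −0.62 to 0.025 for C4b, −0.0093 to 0.88 for Lyz2 and −2.34 to 0.24 for Vwf. S100b had 0.012 with positive controls only. With 1 sample left out, none of these lists passed the directional fry test and no gene passed edgeR's adjusted threshold.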

Other observations

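The tests of explanations below were all chosen after the results were seen. Those of the label of WT 1 and of leukocytes replaced earlier ones whose outcomes were known. For the label of WT 1, the median absolute deviation of single genes (0.24) was first set against the midpoint, which left the label open, and with 6 interferon-induced genes missing from the lists the median position was 0.58 over 27 genes. For leukocytes and MHC class II genes, 9 markers in KO 2 and 8 in WT 1 lay above a common level of 17.7 counts, which left this source open, and 9 and 13 lay above each sample's own level. For leukocytes and interferon genes only Ptprc and the median marker were used.

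At a p under 0.05, taken as unadjusted because the study's methods name no adjustment, edgeR gave 25 genes here with the background filter and 39 with no filter, and the methods' t-test on the deposited signal gave 29. With a difference of at least 1.5-fold as well, these counts were 13, 28 and 6. None of them is known to repeat the study's own test in nSolver, which its methods do not name. The study's methods define differential expression on this platform by p alone, so the counts without the fold condition are closest in cutoff. All of these counts except the one with no filter and no fold condition are lower than the value quoted from the study above.

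Interferon-stimulated genes of WT 1 lay at the KO level, and 26 of 26 were closer to the KO mean than to the mean of WT 2 and WT 3, while its MHC class II genes (mean log2 5.86) lay below both KO samples (7.44 and 8.40). A scaling error of WT 1 is argued against, since the median gap of WT 1 to WT 2 and WT 3 was −0.0758 on the log2 scale over 336 other genes (median absolute deviation 0.32) and −1.26 over the interferon genes. For leukocytes in WT 2 and WT 3 as the source, Ptprc had 4 raw counts in each. The median of 75 leukocyte markers was at most 7, and both values lay below the background level of 13.1. The markers together gained 226 normalized counts over WT 1 where the interferon genes gained 20923. Fcgr2b alone had 208 in WT 1 against 491 and 424 in WT 2 and 3. Counts per leukocyte were not measured for either set, so these gains cannot size a leukocyte share, which stays open. For a wrong label of WT 1, 21 genes not known as interferon-induced, with an unadjusted p under 0.05 without WT 1, were used. The median position of WT 1 on them was 0.69 between KO (0) and WT (1), closer to WT on 16. Its 95% bootstrap interval over genes, taken as independent, was 0.53 to 0.76. The other samples, each left out in turn, reached 0.56 to 0.90 toward their own group. Their intervals crossed the midpoint for WT 2 (0.40 to 1.27), KO 1 (0.38 to 0.81) and KO 2 (0.29 to 0.98). Placement of a single sample was thus loose. No gene passed the adjusted threshold in the fit that chose these 21, so chance may have picked part of them. Genes picked by chance would tend to place WT 1 near the midpoint under either label. These values therefore leave the label open. A difference in interferon exposure between tumors, with or without an effect of genotype, may remain and was not tested.

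MHC class II genes spread widely within both groups, with raw counts of Cd74 from 405 in WT 1 to 6241 in KO 2. Leukocytes could carry such transcripts, although the sort removes CD45⁺ cells. Ptprc had 4 raw counts in WT 2 and 1 in KO 2, where Cd74 was highest. The median leukocyte marker was 7 in both. The 75 markers together gained 245 normalized counts over WT 1 where MHC class II genes gained 7335. Among the markers, Fcgr2b alone had 208 normalized counts in WT 1, 491 in WT 2 and 355 in KO 2. Counts per leukocyte were not measured for either set, so these gains cannot size a leukocyte share, and this source stays open. Cd68 was higher in both KO samples, with 278 and 249 raw counts in KO 1 and 2 against 137, 197 and 120 in WT. These KO samples were close in Cd68, however, while Cd74 had 1912 and 6241. Lyz2, abundant in macrophages, had 28, 44 and 11 raw counts in WT and 42 and 39 in KO. Mean log2 counts in WT 1, 2 and 3 were 5.86, 8.37 and 7.31 for MHC class II. They were 8.19, 9.66 and 9.12 for MHC class I, and 7.57, 9.12 and 8.61 for the study's 7 interferon genes. The WT samples thus kept the same order in these lists. In KO 2, MHC class II lay at 8.40 while the 7 interferon genes lay at 7.31. A shared source was not tested.

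G6pdx, a pentose phosphate enzyme among the housekeeping probes that was singled out after its values were seen, had a log2 fold change of 0.53 (SE 0.14) in KO against WT, which did not pass when edgeR's p was adjusted over the 20 housekeeping probes (adjusted p = 0.253). Vegfa and Gpi1 had higher means in KO with similar sizes, and the choice of scaling could have produced them. Over 7 scalings the smallest log2 fold change was 0.48 for Vegfa (SE 0.16) and 0.47 for Gpi1. The largest SE for Vegfa was 0.22, with total-count scaling, where its log2 fold change was 0.53. The Vegfa difference thus stayed under each of the 7 scalings. Over them the median log2 fold change of all tested genes lay only between −0.12 and 0.07. Such shifts are too small to remove the Vegfa difference, so these scalings cannot decide whether scaling caused it. For Gpi1 no SE was taken over the scalings, so only its size is given. Neither gene passed the adjusted threshold, so chance remains open.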
